A study of Mus musculus with 9 samples. Its data were reported in "The RNA-binding protein TTP is a global post-transcriptional regulator of feedback control in inflammation" (2016).

How the data were processed

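Total RNA depleted of ribosomal RNA was measured by sequencing in immortalized mouse bone marrow-derived macrophages that lack tristetraprolin (TTP, gene Zfp36). The cells carried a doxycycline-inducible transgene for GFP, GFP-TTP or GFP-TTP-AA, the last being a TTP mutated at the serines through which a stress-activated kinase inactivates it. Per the labels, doxycycline was given for 6 h and lipopolysaccharide (LPS) for 1 h, each at 1 µg/ml, and each group had 3 libraries, 9 in all. Groups and replicate numbers were taken from the sample titles.

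The authors aligned reads with TopHat to the GRCm38 mouse genome, keeping multiply placed reads within a limit, counted reads per Ensembl gene and fitted DESeq2 with library date and condition as terms, with Wald tests and the Cook's distance filter off. Reads of near-identical genes can therefore be split or shared, and use of strand in the counting was not stated. The deposited table named as normalized counts was checked before use. None of its 25504 genes had a value of 0 in any library, and after centring genes and libraries its log2 values had 4 nonzero singular values where 9 free libraries would give 8. The log2 ratio of same-numbered libraries equalled the deposited log2 fold change plus a constant, with a largest deviation of 1.3e-14. The table therefore holds fitted means of the authors' model, that is, a library factor multiplied by a replicate-number term and a condition term, and not a measured value per library. It carries no scatter between replicates. The same equality shows that the library date term of the authors' model had the same partition as the replicate numbers.

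The authors' deposited comparison tables give, per gene, a mean signal (the mean normalized count over the 9 libraries), a log2 fold change with its standard error, a Wald score (the log2 fold change divided by its standard error), and a p-value with its adjusted value. Whether fold changes were shrunk towards 0 was not stated. The largest standard error was 0.235 in each of the 3 comparisons, a shared ceiling that such shrinkage could give. The deposited adjusted p-values were close to a Benjamini-Hochberg adjustment over the listed genes, with a largest difference of 0.00114. Each table listed 3 repeated gene identifiers, which were counted once. This left 11977 genes for TTP vs GFP, with a lowest mean of 23.0, and 13205 for each of the other comparisons, with a lowest mean of 8.98.

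The design fixed before the data were examined was a limma fit to log2 normalized counts with the replicate number as a block. It could not be used, since fitted means have no residual. The authors' deposited log2 fold changes, standard errors and adjusted p-values, whose model also has that block, took its place, at a two-sided adjusted p threshold of 0.05. Computed from them were a Wald test with both changes against GFP for genes differing among the 3 groups (the covariance following from the 3 standard errors, Benjamini-Hochberg adjustment over 11977 genes), and the correlation of both changes against GFP, set beside 100 simulations of unchanged groups that share GFP. Gene lists were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the Wald scores with a preset correlation of 0.01, two-sided, and each list's median was ranked among 10000 random lists matched on mean count in 10 bins. Chromosome medians were set against 10000 random gene sets of the same size. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

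Positions, biotypes, GC content, transcript lengths and 3'UTRs came from GENCODE mouse release 21 on GRCm38, the assembly of the authors but a later annotation; 99.5% of the genes listed for TTP-AA vs TTP had a GC content and length there. Per gene, the transcript with the longest coding sequence was used. For the 7-base motif TATTTAT, genes with it were matched to genes without it on 3'UTR length, AU share and mean count, within 0.5 SD and with a 3'UTR of at least 100 bases. The same was done for every other order of its bases. A regression on the same measures was added as another estimate.

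The genes named were fixed by rule before the data were examined: Zfp36, feedback inhibitors of inflammation (Dusp1, Ier3, Tnfaip3 and Tnf) and NF-kB components (Nfkbia, Nfkbib, Nfkbid, Nfkbie and Nfkbiz) that the study names, joined here into 1 list, its named apoptosis genes, Cxcl10, Gdf15, Ccl3, Mdm2 and Actb, and per comparison the 4 largest rises and the 4 largest falls with an adjusted p under 0.05 and a mean of at least 50. The rule also asked that the groups not overlap across libraries, which fitted means cannot show, so that criterion was not applied. The genes of the lists of iCLIP targets, of a TNF/NF-kB set, of feedback inhibitors with NF-kB components and of apoptosis were named by the study. Of the 8 apoptosis genes it named 5 for changes in these libraries and in translation, and Bcl2l11, Cdkn2a and Fas for changes in translation, which was not analysed here. Lists of interferon-stimulated genes and of p53 targets were written for the closing section, the former after some of its genes had been seen in the study's supplementary tables.

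The statistics were run on simulated data drawn with the real standard errors, so these checks cannot show whether those errors are too small. Of 200 genes changed by a log2 value of 1 among 11977, 96.0% were called, 4.48% of calls were unchanged genes, and 0 genes were called when none was changed. A shift of 0.1 planted on 1 of 19 chromosomes gave 0 calls on the others. A difference of -0.08 planted for the motif was recovered as -0.076 over 10224 genes by the regression. The matched difference was not run on simulated data.

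Alternatives to each choice were a mean of at least 50, median-centred changes, Wald scores divided by their central spread, removal of a trend on GC content and transcript length, centring of each chromosome, a stricter adjusted p, and other settings of the set tests. Alternatives that need a value per library were not run. Depth is known only as the sum of fitted means per library, and the standard error of each change gives its precision.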

Results

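RNA abundance was measured in macrophages lacking endogenous TTP, an RNA-binding protein that destabilizes inflammatory mRNAs, after 1 h of LPS and induction of a transgene, which was GFP-TTP (TTP), its AA mutant (TTP-AA) or GFP alone. Each group had 3 libraries. The sums of fitted means were 36296055, 29245855 and 38032672 for GFP replicates 1 to 3, 21483208, 37342404 and 37866649 for TTP and 33596605, 25504954 and 102615076 for TTP-AA. These sums stand in for depth, since the deposited library values were fitted. TTP-AA replicate 3 was the deepest and TTP replicate 1 the shallowest. The median standard error of a log2 fold change was 0.12 for TTP vs GFP, 0.13 for TTP-AA vs GFP and 0.13 for TTP-AA vs TTP. Errors below are those standard errors, from the authors' model over 3 libraries per group. The study describes the groups as different cell lines, so these errors do not measure spread between lines made with the same transgene. A difference between the lines from another cause cannot be told apart from an effect of the transgene.

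Zfp36 (ENSMUSG00000044786, chromosome 7, 28376784 to 28380253, minus strand, GRCm38), the gene disrupted in these cells and supplied by the transgenes, was examined first. Its mean normalized count over the 9 libraries was 1644 in the authors' deposited table. Its log2 fold change in the authors' deposited table was 0.04 ± 0.17 for TTP vs GFP (DESeq2 adjusted p 0.930), so the level did not separate these groups and gave no check of the TTP label. For TTP-AA it was higher by 0.69 ± 0.17 than in GFP (adjusted p 0.000682) and by 0.65 ± 0.17 than in TTP (adjusted p 0.000902), again from the authors' deposited table by DESeq2. An antisense gene overlaps an exon of Zfp36, and both differences lost significance when the Wald scores were divided by their central spread (adjusted p 0.356 and 0.628).

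TTP was compared with GFP to ask which mRNAs differ between the line with wild-type TTP and the line with GFP. In the authors' deposited table a total of 1097 of 11977 genes had a DESeq2 adjusted p under 0.05, of which 489 were higher and 608 lower in TTP, and 170 of the 1097 changed by at least 1 on the log2 scale. The alternative that moved this count most was division of the Wald scores by their central spread of 1.51, which left 247 genes. The largest rises were Nedd4, Timp1, Amz1 and F2rl3. Nedd4 (chromosome 9, 72662346 to 72749852, protein coding) rose by 3.70 ± 0.14 (DESeq2 adjusted p 9.2e-140) in the authors' deposited table. Timp1 rose by 2.81 ± 0.23, Amz1 by 2.47 ± 0.17 and F2rl3 by 2.18 ± 0.22 in the authors' deposited table, although an exon of Amz1 overlaps Gna12 on the other strand. The largest falls were Arhgap4, Lgals3bp, Cdc42bpa and Ifih1. Lgals3bp (chromosome 11, 118392751 to 118402092, protein coding) changed by -2.81 ± 0.14 (DESeq2 adjusted p 9.3e-86) in the authors' deposited table. Arhgap4 changed by -2.94 ± 0.22, Cdc42bpa by -2.63 ± 0.19 and Ifih1 by -2.34 ± 0.18 in the authors' deposited table, and exons of Arhgap4 and Cdc42bpa overlap other genes.

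The comparison of TTP-AA with GFP asks the same of the form that escapes phosphorylation. It gave 2361 of 13205 genes with a DESeq2 adjusted p under 0.05 in the authors' deposited table, 1203 higher and 1158 lower, 193 of them by at least 1 on the log2 scale. The rises were led by Lox (chromosome 18, 52516067 to 52529867, protein coding), higher by 5.27 ± 0.21 (DESeq2 adjusted p 1.9e-129) in the authors' deposited table. Oaf rose by 3.58 ± 0.20, Lipo1 by 2.91 ± 0.23 and Crip1 by 2.89 ± 0.23 in the authors' deposited table. Cd200r2 changed by -2.36 ± 0.17, Lyz1 by -1.96 ± 0.14, Nbea by -1.95 ± 0.23 and Gm5611 by -1.94 ± 0.20, also in the authors' deposited table. Exons of Lox and Nbea overlap genes on the other strand. Lipo1, Cd200r2 and Lyz1 belong to families of similar genes and Gm5611 is a processed pseudogene, so their values are uncertain where reads were placed more than once.

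TTP-AA and TTP were compared directly to ask which mRNAs differ between the line whose TTP lacks the phosphorylation sites and the line with wild-type TTP. This comparison had the most calls, 3780 of 13205 genes with a DESeq2 adjusted p under 0.05 in the authors' deposited table, 1855 higher and 1925 lower in TTP-AA, 424 of them by at least 1 on the log2 scale. Lox was higher by 5.08 ± 0.21 (DESeq2 adjusted p 6.9e-120) in the authors' deposited table. Ifih1 (chromosome 2, 62595798 to 62646255, protein coding) rose by 3.70 ± 0.18, Cdc42bpa by 3.69 ± 0.19 and Lgals3bp by 3.59 ± 0.14 in the authors' deposited table. Gm5611 changed by -2.30 ± 0.20, F2rl3 by -2.29 ± 0.22, Col23a1 by -2.27 ± 0.19 and Ntn1 by -2.21 ± 0.17 in the authors' deposited table. Ifih1, Cdc42bpa and Lgals3bp were thus among the largest falls of TTP vs GFP and the largest rises of TTP-AA vs TTP.

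Across the 3 groups, 3965 of 11977 genes differed at an adjusted p under 0.05 in the combined Wald test. The mean distance between fitted libraries was 51.0 between groups and 41.8 within groups on the log2 scale over 13030 genes with a mean of at least 10. No permutation test was made of this difference of 9.23, because distances within groups of fitted means hold the replicate-number term but no scatter. The root mean square log2 fold change beyond error was 0.24 for TTP vs GFP, 0.29 for TTP-AA vs GFP and 0.40 for TTP-AA vs TTP.

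The changes of both TTP forms against GFP had a Pearson r of 0.0152 across 11977 genes, which are not independent replicates. Unchanged groups sharing the GFP libraries gave a mean r of 0.50 in 100 simulations, with a range from 0.480 to 0.516. These simulations held error alone, whereas the root mean square changes were 0.28 and 0.33 against errors of 0.14 and 0.15. The simulated r is therefore not what unrelated real changes would give, and no conclusion is drawn from the gap. With the shared error taken off, r was -0.124. Of 376 genes called in both comparisons with GFP, 210 changed in the same direction and 166 in opposite directions.

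**Figure D1:**
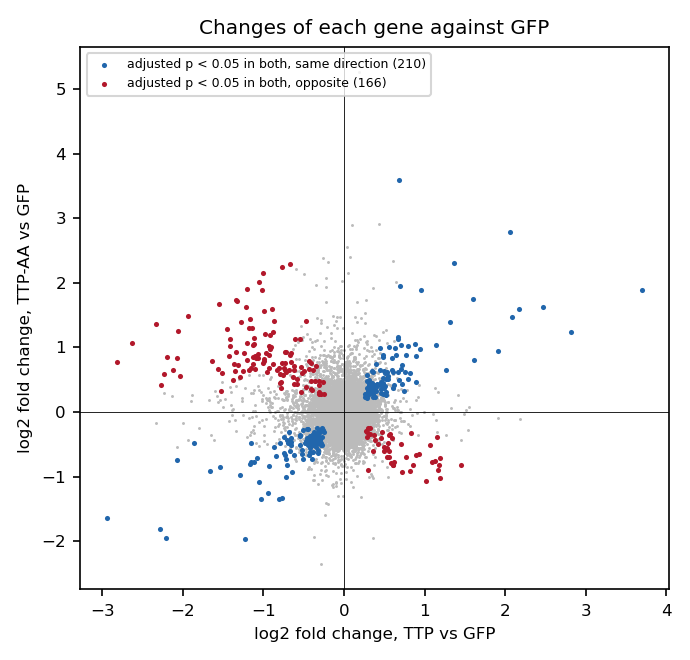
Log2 fold change of each gene for TTP-AA vs GFP (vertical axis) against TTP vs GFP (horizontal axis), each point being 1 of 11977 genes in the authors' deposited tables. Coloured points are the 376 genes with an adjusted p under 0.05 in both, of which 210 changed in the same direction (blue) and 166 in opposite directions (red).

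The study's gene lists were tested as sets, with 6 tests adjusted together. The 27 iCLIP targets, mRNAs bound by TTP that the study listed as 25 ranked by binding in the 3'UTR and 2 selected ones (Ier3 and Dusp1), had a median log2 fold change of -0.06 for TTP vs GFP (camera p 0.281, adjusted p 0.337), 0.11 for TTP-AA vs GFP (p 0.466, adjusted p 0.466) and 0.16 for TTP-AA vs TTP (p 0.196, adjusted p 0.294). None of these camera tests passed the threshold, nor did those of the 25 ranked targets alone, a choice made after seeing the data (p 0.380, 0.140 and 0.0822). On ranks of the scores, camera gave these 25 an unadjusted p of 0.234, 0.0313 and 0.0303, so the result for the ranked targets depends on the statistic. Among random lists matched on mean count, which treat genes as independent, the medians of the 27 lay at percentiles 0.21, 98.95 and 99.91, so this description set the list apart where camera did not. Over all genes 2, 5 and 8 of the 27 were called in the 3 comparisons, and adjusted over the list alone 1, 10 and 8 were. The list was drawn by the study from binding data of the same cells.

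The TNF/NF-kB set had 121 of its 142 genes listed for TTP vs GFP and 124 for each other comparison. Its median was -0.04 for TTP vs GFP (camera p 0.0139, adjusted p 0.0418), with 81 genes lower and 40 higher. It was 0.09 for TTP-AA vs GFP (p 0.101, adjusted p 0.202) and 0.15 for TTP-AA vs TTP (p 0.00355, adjusted p 0.0213), with 79 genes higher and 45 lower in the last. Among matched random lists the medians lay at percentiles 0.02, 100 and 100, TTP-AA vs GFP included. Over all genes 12, 24 and 48 of the set were called, and adjusted over the list alone 13, 25 and 57 were. Neither call held at a preset correlation of 0.05 (p 0.167 and 0.103), and neither fry nor an estimated correlation could be computed from the comparison tables.

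Among 9 feedback inhibitors and NF-kB components named by the study (Dusp1, Ier3, Tnfaip3 and Tnf as the former), Ier3 changed by -0.94 ± 0.16 for TTP-AA vs GFP (DESeq2 adjusted p 2.2e-07) and by -0.91 ± 0.16 for TTP-AA vs TTP (adjusted p 2.9e-07) in the authors' deposited table. Nfkbib was higher by 0.39 ± 0.14 and Nfkbid changed by -0.37 ± 0.15 for TTP-AA vs TTP in the authors' deposited table (DESeq2 adjusted p 0.0218 and 0.0421), and exons of Nfkbib overlap Ccer2 and Sirt2 on the other strand. Tnf, Tnfaip3, Dusp1, Nfkbia, Nfkbie and Nfkbiz passed the threshold in none of the 3 comparisons. For Dusp1 the estimates were -0.56 ± 0.23 for TTP vs GFP and -0.57 ± 0.23 for TTP-AA vs GFP in the authors' deposited table (DESeq2 adjusted p 0.110 and 0.0630), and an exon of Dusp1 overlaps Ergic1 on the other strand. As a set the 9 genes had medians of -0.06, 0.04 and 0.13. Over all genes 0, 2 and 3 of them were called, and adjusted over the list alone 0, 3 and 3 were.

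Of the 8 named apoptosis genes, Bbc3, Casp4, Bak1 and Tnfrsf1a were higher in TTP-AA than in TTP, by 0.87 ± 0.11, 0.79 ± 0.19, 0.67 ± 0.11 and 0.62 ± 0.10 in the authors' deposited table (DESeq2 adjusted p 1.1e-13, 0.000285, 2.2e-08 and 2.1e-08). Exons of Bak1 overlap Ggnbp1 on the other strand. Pmaip1 was lower in TTP-AA than in TTP, with a log2 fold change of -0.56 ± 0.15 (DESeq2 adjusted p 0.00194) in the authors' deposited table. Bcl2l11, Cdkn2a and Fas did not pass the threshold. Over all genes 1, 5 and 5 of the 8 were called in the 3 comparisons, and adjusted over the list alone 1, 6 and 6 were, which is not independent evidence because the study named 5 of them (Bbc3, Pmaip1, Tnfrsf1a, Bak1 and Casp4) for changes in these samples. It named Bcl2l11, Cdkn2a and Fas for changes in translation.

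Mdm2 was higher in TTP-AA than in TTP by 0.36 ± 0.12 and Actb by 0.24 ± 0.09 in the authors' deposited table (DESeq2 adjusted p 0.0111 and 0.0276). With the Wald scores divided by their central spread, Bbc3 alone of the 11 fixed genes called in this comparison stayed past the threshold. Cxcl10, Gdf15 and Ccl3 passed the threshold in none of the 3 comparisons, the closest being Cxcl10 for TTP-AA vs TTP at 0.52 ± 0.23 (DESeq2 adjusted p 0.0718) in the authors' deposited table. An exon of Cxcl10 overlaps Art3 on the other strand.

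**Figure D2:**
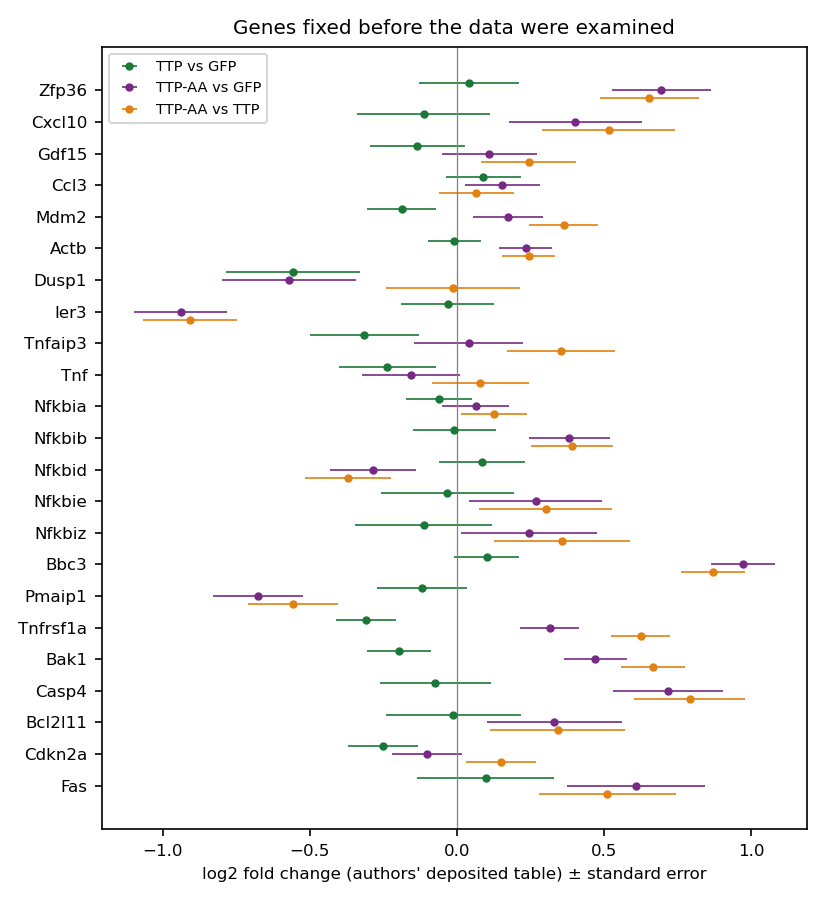
Log2 fold change (horizontal axis) of the 23 genes fixed before the data were examined, as points with the standard error as bars, in the 3 comparisons of the authors' deposited tables. Bbc3 lies at 0.97 for TTP-AA vs GFP and 0.87 for TTP-AA vs TTP, and Ier3 at -0.94 and -0.91.

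The changes were also summarised by chromosome. In 33 of 57 pairs of autosome and comparison the median log2 fold change lay beyond that of random gene sets of the same size at an adjusted p under 0.05. The widest were chromosome 19 at 0.20 over 427 genes and chromosome 3 at -0.20 over 575 genes, both for TTP vs GFP, each with an adjusted p of 0.000286 and an unadjusted p of 1e-04, the smallest that 10000 sets can give. For TTP-AA vs GFP chromosome 12 had a median of 0.15 and chromosome 16 of 0.12, and for TTP-AA vs TTP chromosome 10 had 0.15 and chromosome 11 had -0.14. Of the 33 pairs, 31 had the genes before and after the chromosome's median gene position both on the side of its median. Centring each chromosome on its median changed the counts of called genes to 744 for TTP vs GFP, 2121 for TTP-AA vs GFP and 3418 for TTP-AA vs TTP, with 677, 1885 and 3080 of these called before centring. For TTP vs GFP it changed the genes called higher from 489 to 271 and those called lower from 608 to 473.

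**Figure D3:**
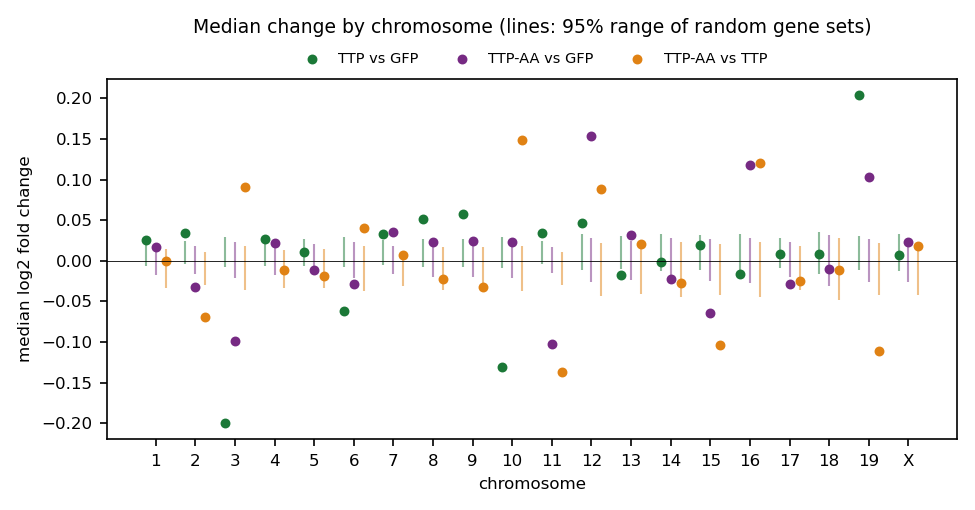
Median log2 fold change (vertical axis) of the genes on each autosome and the X chromosome (horizontal axis) in the 3 comparisons, with lines for the 95% range of 10000 random gene sets of the same size. Chromosome 3 lies at -0.20 and chromosome 19 at 0.20 for TTP vs GFP, outside those ranges.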

Values the study reported

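The study reported 1095 differentially expressed mRNAs for TTP vs GFP, 2361 for TTP-AA vs GFP and 3774 for TTP-AA vs TTP. Its custom TNF/NF-kB set was said to hold 117 genes.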

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

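The tests of the interferon list, of Y-linked genes and of single explanations for them were chosen after the results had been seen. TTP and TTP-AA are forms of the same protein, so a gene whose change against GFP differs between them is tested by TTP-AA vs TTP. Of the genes called in both comparisons with GFP, 166 moved in opposite directions. All of them were called in TTP-AA vs TTP, which follows from their selection and adds no evidence.

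Among the genes fixed beforehand, 11 differed between the forms in the authors' deposited table, by 0.65 for Zfp36, 0.36 for Mdm2, 0.24 for Actb, -0.91 for Ier3, 0.39 for Nfkbib, -0.37 for Nfkbid, 0.87 for Bbc3, -0.56 for Pmaip1, 0.62 for Tnfrsf1a, 0.67 for Bak1 and 0.79 for Casp4 on the log2 scale. These were adjusted over all genes. With the Wald scores divided by their central spread, Bbc3 alone of the 11 stayed past the threshold (adjusted p 0.0167). Mdm2 was also lost after chromosome centring (adjusted p 0.179) and Nfkbid after removal of the GC and length trend (adjusted p 0.0581). For Zfp36, reads of the disrupted gene could hide those of the transgene, since the change for TTP vs GFP was 0.0410. Counts over the coding part alone would be needed, and the comparison tables hold a single value per gene, so this cannot be told apart from transgenes that add few reads.

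Of the 6 gene lists tested with camera, the interferon-stimulated genes had the largest median difference between the forms. All 29 listed members were lower in TTP than in GFP (median -0.66, camera adjusted p 2.5e-27 over 12 tests of other lists), and 27 of 29 were higher in TTP-AA than in TTP (median 1.00, camera adjusted p 6.4e-22). A trend on GC content and transcript length is argued against, because the median for TTP-AA vs TTP was 1.02 after its removal. Lowering of these mRNAs by TTP-AA as by TTP is argued against too, since the median for TTP-AA vs GFP was 0.14 and in the upward direction (camera adjusted p 0.0111). At a preset correlation of 0.05 the unadjusted camera p was 6.1e-16 for TTP vs GFP, 0.0384 for TTP-AA vs GFP and 7.5e-13 for TTP-AA vs TTP. The rise for TTP-AA vs GFP is thus less certain than the other shifts of this list. A difference between the cell lines present before doxycycline stays open and cannot be told apart from an effect of TTP, because 0 of the 9 libraries were made without doxycycline.

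The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were each called in all 3 comparisons, lower in TTP and higher in TTP-AA than in GFP, whereas Erdr1 was called in none. The median of the 5 was -0.90 for TTP vs GFP, 1.44 for TTP-AA vs GFP and 2.49 for TTP-AA vs TTP. It remained 2.50 in TTP-AA vs TTP after the trend on GC content and transcript length was removed, which argues against that trend. XX cells mixed into the cultures are argued against by Xist, whose highest fitted count in any library was 11.1. Loss of the Y chromosome in a share of the cells, as the cause for all 5, is argued against by their unequal changes in TTP-AA vs TTP (heterogeneity p 9.6e-34). Without Erdr1, which also lies on the X chromosome, the 4 changes ran from 2.28 to 3.11 and were still unequal (heterogeneity p 0.00329), so the equal factor that this explanation needs was not met there. In TTP vs GFP (from -1.21 to -0.87, heterogeneity p 0.418) and TTP-AA vs GFP (from 1.42 to 1.90, heterogeneity p 0.102) equal changes of the 4 were not rejected. In TTP-AA vs TTP the changes rose with mean count, and shrinkage of the deposited changes may differ by gene, so for these 4 loss of the Y chromosome in part of the cells stays open.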

How the results depend on the processing

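No paired analysis was possible because the deposited library values are fitted means with no scatter, and the authors' model behind the comparison tables already holds a term with the partition of the replicate numbers. For the same reason the following alternatives set before the data were examined were not run for tested results: other pseudocounts, quantile normalization, library centring, all genes with a value above 0, the fit without the block, only 6 libraries, leaving out each library, count models on recovered reads, fry and camera with estimated correlation. Other splits of the samples could not be refitted either, so how often regrouped libraries give as many calls is unknown.

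A minimum mean of 50 kept 14 results that answer a comparison on their side of the threshold or within 1.5 times their main value. The correlation of both changes against GFP, which has no threshold, went from 0.0152 to 0.00955. That shift was smaller than the SD of 0.00832 between simulations, but those held error alone and no real changes. The other results stayed likewise under median centring (7 results), chromosome centring (7) and removal of the GC and length trend (13), judged by total calls. Chromosome centring changed the split for TTP vs GFP, with the higher genes going from 489 to 271 and their share from 44.6% to 36.4%. The difference of mean distances between fitted libraries also stayed within 1.5 times under the 6 settings that could be run on it. The alternatives below other than the minimum mean were chosen after seeing the data.

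Dividing the Wald scores by their central spread (1.51, 1.77 and 2.17 for TTP vs GFP, TTP-AA vs GFP and TTP-AA vs TTP) left 247, 197 and 266 genes, all among those called before, and 483 genes differing among the 3 groups. The share of higher genes moved from 44.6% to 31.6%, from 51.0% to 62.9% and from 49.1% to 72.6%. Zfp36 at 0.69 for TTP-AA vs GFP and 0.65 for TTP-AA vs TTP was then no longer past the threshold. Of the 11 genes fixed beforehand and called in TTP-AA vs TTP, Bbc3 stayed past it (adjusted p 0.0167) and 10 did not (adjusted p from 0.146 to 0.896). This division lowers every score by construction, and a wide spread can come from many real changes as well as from errors that are too small. At an adjusted p under 0.01, 616 genes were called for TTP vs GFP and 1398 for TTP-AA vs GFP, fewer by construction.

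The TNF/NF-kB median of -0.0438 for TTP vs GFP lost significance at a preset correlation of 0.05 (p 0.167) and on log2 fold changes (p 0.0645). The median of 0.15 for TTP-AA vs TTP lost it at 0.05 (p 0.103). For TTP-AA vs GFP the median of 0.0941 had an unadjusted camera p of 0.0423 on log2 fold changes. That p was not adjusted over the 6 tests, so it does not show that the threshold was passed. The cause of these shifts was not tested. The 25 ranked iCLIP targets without Ier3 and Dusp1 had medians of -0.06, 0.15 and 0.18 and passed no threshold on Wald scores. On ranks their unadjusted camera p was under 0.05 for TTP-AA vs GFP (p 0.0313) and TTP-AA vs TTP (p 0.0303). Their p was not under 0.05 on log2 fold changes, at a preset correlation of 0.05, at a mean of at least 50 or after removal of the GC and length trend. The correlation of both changes against GFP turned from 0.0152 to -0.124 once the shared error was taken off, which follows from its construction, and Spearman's rho was 0.0654.

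Centring chromosomes reversed 3 named changes that passed no threshold: Dusp1 for TTP-AA vs TTP (0.0111), Nfkbia for TTP-AA vs GFP (-0.0907) and Fas for TTP vs GFP (-0.11). Of 600 values for single named genes under the alternatives, these 3 reversed, 29 were weaker and 5 stronger. The stronger ones, which came to pass the threshold, were of Actb and Fas. For TTP-AA vs GFP both passed at a mean of at least 50 (adjusted p 0.0475 and 0.0473). Actb also passed there after chromosome centring (adjusted p 0.0423) and Fas after removal of the GC and length trend (adjusted p 0.0461). For TTP-AA vs TTP Fas passed after chromosome centring (adjusted p 0.0336). The standard error of a change ranged from 0.06 to 0.23, and how far depth per library sets it could not be examined on fitted means.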

Other observations

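The tests on the 7-base motif, on chromosome copies and on GC content for the count of calls were written before their results were seen, and the others after.

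mRNAs with TATTTAT, a core of AU-rich elements, in the 3'UTR were lower in TTP-AA. Against genes matched on 3'UTR length, AU share and mean count, their median log2 fold change for TTP-AA vs GFP differed by -0.079, and 0 of the 20 other orders of the same bases gave a difference as low. This argues against 3'UTR length or AU content in place of the motif, and is in line with lowering by TTP-AA of mRNAs that carry the element. A regression on the same measures gave -0.084 ± 0.008 (SE), with 0 of 20 as low. For TTP vs GFP the matched difference was -0.020, with 5 of the 20 other orders as low, whereas the regression gave -0.025 ± 0.007 (SE), with 0 of 20 as low, so the estimates differ on whether the motif stands apart for wild-type TTP. For TTP-AA vs TTP the matched difference was -0.048 and the regression gave -0.058 ± 0.010 (SE), each with 0 of 20 as low. The effect is small beside the median standard error of a single gene, and is seen only across many genes.

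The autosome medians may reflect chromosome copies gained or lost between the lines. The criterion written for a copy gained or lost in all cells was a shift near 0.4, and the largest absolute median was 0.20, so that criterion was not met. Shrinkage of the deposited changes, if it was done, would lower such medians by an amount not known here. The medians nonetheless lay beyond random gene sets in 33 of 57 pairs, and after removal of the trend on GC content and transcript length 31 pairs did, which argues against that trend. Copies changed in part of the cells stay open: without DNA data or libraries before doxycycline they cannot be told apart from regulation that happens to follow chromosomes.

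TTP-AA vs TTP had 3.45 times as many calls as TTP vs GFP, though over 13205 listed genes against 11977. As shares of the listed genes, 28.6% and 9.16% were called. The ratio was 3.50 after removal of the trend on GC content and transcript length and 4.59 after centring chromosomes, which argues against both as its whole cause. Dividing each comparison's scores by its own central spread left 247 genes for TTP vs GFP, 197 for TTP-AA vs GFP and 266 for TTP-AA vs TTP, a ratio of 1.08. That division removes a difference in spread whatever its origin, so standard errors that are too small by a factor that differs between comparisons cannot be told apart from more genes that truly change. A larger effect of TTP-AA and a difference between the lines stay open too.

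The list of p53 targets moved in no direction as a set, with medians of -0.01, 0.07 and -0.05 and camera adjusted p of 0.983, 0.686 and 0.769. Single members did change. Of its 29 listed genes 2, 12 and 12 were called in the 3 comparisons, with 1, 6 and 8 higher and 1, 6 and 4 lower. Among all genes 9.16%, 17.9% and 28.6% were called. The list of p53 targets shares 3 genes with the named apoptosis genes and 3 with the iCLIP targets. The apoptosis genes had medians of -0.10, 0.40 and 0.57, but the study named 5 of the 8 for changes between TTP-AA and TTP in these libraries, so a test of them as a list restates that selection and is not used. The feedback inhibitors with NF-kB components gave no camera adjusted p under 0.463. Among matched random lists the medians lay at percentiles 14.8, 94.3 and 45.7 for p53 targets, 7.32, 68.9 and 94.4 for feedback inhibitors with NF-kB components, and 0, 99.1 and 100 for interferon-stimulated genes. No biological explanation was tested for the p53 targets, the apoptosis genes or the feedback inhibitors with NF-kB components.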
